A study of Homo sapiens and Mus musculus with 20 samples. Its data were reported in "Histone Lactylation Antagonizes Senescence and Skeletal Muscle Aging by Modulating Aging‐Related Pathways" (2025).

How the data were processed

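Gene expression was measured by bulk RNA sequencing in 20 libraries. They formed 10 groups of 2 libraries and 5 comparisons, each with its own numbered control. In IMR90 cells, a human fetal lung fibroblast line, the treatments were A485, MS-275 and pyruvate. In mouse gastrocnemius muscle they were MS-275 and NALA. Each library was placed in its group by its title, and each treatment was compared only with the control that the titles number beside it.

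The authors trimmed the reads with trim_galore, aligned them with hisat2 to hg38 for IMR90 and to mm10 for muscle, counted reads per gene with featureCounts and normalized the counts with DESeq2. The deposited values are a signal, namely read counts per gene divided by 1 size factor per library. The gene annotation and the strand setting used in counting are not stated, so genes that overlap, antisense genes and near-identical copies may share reads. The deposited lists held 16683, 16417 and 12013 genes for A485, MS-275 and pyruvate in IMR90, and 10046 and 9255 for MS-275 and NALA in muscle. In 4 of the 5 lists every gene had at least 10 reads in at least 2 of its libraries. In the pyruvate list the lowest second-highest library held 20 reads. Genes below such a limit were not analysed here.

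Each value was a whole multiple of the value of 1 read in its library, in 100% of values, so reads were recovered by division. IMR90 libraries held 24179065 to 46971227 reads and muscle libraries 10836858 to 14190054. Count tests were run on the recovered reads of the A485, muscle MS-275 and NALA comparisons. They were not run for MS-275 and pyruvate in IMR90. Replicates were compared by a chi-square test of their counts, and the statistic per gene ranged from 3.93 to 472 over the 10 groups. No pair of libraries lay within sampling noise, and all were kept as separate replicates.

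Values were transformed to log2(value + 1), and genes with a mean of at least 10 over the 4 libraries of a comparison were tested. A fold change on this scale understates the change of genes with few reads. Tests used limma (version 3.58.1) in R (version 4.3.3), with eBayes and an intensity trend, no covariate, and Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 with an absolute log2 fold change above 1. Differences between 2 effects were tested as a limma contrast over the 8 libraries of both comparisons, with a shared spread.

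Gene sets were tested with the camera function of limma at an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over all 41 set tests, and with fry as the alternative. The sets were S phase, G2/M, DNA repair, glycolysis, proteasome and SASP (senescence-associated secretory phenotype) genes, a contractile set for muscle, and 4 lists of genes that the study named from its own data: senescence genes for IMR90, and muscle repair, muscle proteostasis and MS-275 muscle genes for muscle. A panel held senescence markers, LDHA, and the enzymes at which the treatments are aimed. It was adjusted over all genes tested and over the list alone. Overlap of calls was tested with Fisher's exact test, two-sided, once for each pair of directions, and adjusted over 20 tests. A first version that pooled same-direction and opposite-direction calls counted some genes in both directions and was replaced.

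The groups, tests, gene sets, thresholds and the rule for the genes named in the text were fixed before the data were examined, as were most alternatives. The rule named the panel genes, the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean of at least 100 in the higher group and treated libraries on one side of both control libraries, the called members of the study's lists or the 3 with the smallest adjusted p, and for each set past its threshold the 2 members with the smallest p in the set's direction. Of the genes so named, 3 are not reported here, and the panel counts and adjustment keep all 11 panel genes.

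Alternatives covered the pseudocount (0.1 and 10), the filter (none, or a mean of at least 50), recomputed median-of-ratios factors, quantile normalization, eBayes without the trend, the replicate number as a block, edgeR (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, a fold change minimum of 0.58 or none, a shared fit, and leaving out each library in turn. Added after seeing the data were scaling to equal library totals, removal of a trend on transcript length and GC content from each library, and the replicate block in both fits of an overlap. Gene positions, transcript lengths and GC content came from the GENCODE annotation of hg38 and mm10, and no coordinate was converted between builds. Other steps used Python (version 3.11.15), numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1) and matplotlib (version 3.10.9).

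Simulated data were made with the gene means and library sizes of each comparison, and with 1 spread, from its median replicate difference, for all genes. The tests were tested on these data with 200 genes changed by 2 on the log2 scale. Of these, 97% were recovered for A485, 9.5% for MS-275 and 100% for pyruvate in IMR90, 91.5% for MS-275 and 99.5% for NALA in muscle. At most 7 unchanged genes were called in any of the comparisons. Since all genes shared 1 spread and libraries were drawn independently, these values do not show how the tests do where genes differ in spread. Recovery in the real data may be lower. The trend removal was tested in the same way with a trend put into the simulated values. It lowered the number of unchanged genes called from 9175 to 3 for A485, from 6081 to 8 for MS-275 and from 6931 to 1 for pyruvate in IMR90. Of the 200 changed genes, those recovered rose from 127 to 188 for A485 and from 134 to 200 for pyruvate, but fell from 121 to 49 for MS-275 in IMR90.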

Results

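Bulk RNA-seq profiles were collected from IMR90 cells treated with A485, an inhibitor of the acetyltransferase p300, with MS-275, an inhibitor of class I histone deacetylases, or with pyruvate, and from mouse gastrocnemius muscle after MS-275 or NALA, which is sodium lactate. Each treatment had 2 libraries and its own 2 control libraries. The 12 IMR90 libraries held 24179065 to 46971227 reads over the listed genes and the 8 muscle libraries 10836858 to 14190054. Values below are read counts per gene after the authors' DESeq2 size factors, as mean ± SD with n = 2. A gene was called at an adjusted p under 0.05 (limma, Benjamini-Hochberg) with an absolute log2 fold change above 1.

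Composition differed between groups in muscle. Mitochondrial genes took 39.0% and 30.8% of reads in the control libraries of the MS-275 experiment and 22.0% and 21.9% after MS-275. In the NALA experiment they took 29.7% and 30.9% in control and 31.7% and 33.5% after NALA. The 10 most abundant genes held 49.6% and 48.7% of reads in the former control libraries and 31.1% and 37.6% after MS-275. No IMR90 library had more than 6.90% mitochondrial reads.

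The A485 comparison asked which genes change in IMR90 cells when the enzyme held to write histone lactylation is inhibited. Among 16084 genes tested, 532 genes higher and 1135 lower were called, so that 31.9% of the calls were higher. This split depended on the scaling. With equal library totals the median log2 fold change of all genes moved to 0.40 and the calls became 1677 genes higher and 901 lower, 65.1% higher. With quantile normalization the median was 0.12 and the calls were 751 genes higher and 1011 lower, 42.6% higher. On the recovered reads, edgeR called 542 genes higher and 1122 lower, and 1604 of its calls were shared with limma. In 72 of the limma calls both libraries of a group were listed at 0.

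The largest falls after A485 were in IL7R, GALNT15 and SLC7A14, all by limma with Benjamini-Hochberg adjustment. IL7R (hg38 chromosome 5, 35852695 to 35879603) measured 7015 ± 3246 in control and 7.31 ± 2.78 in A485 libraries (log2 fold change -9.68, SE 0.45, adjusted p 0.000812). GALNT15 (chromosome 3, 16174680 to 16231992) measured 1288 ± 666 in control and 1.29 ± 0.562 in A485 libraries (log2 fold change -9.06, SE 0.56, adjusted p 0.00128). SLC7A14 (chromosome 3, 170459548 to 170586075) measured 1196 ± 1042 in control and 4.21 ± 5.96 in A485 libraries (log2 fold change -8.26, SE 1.19, adjusted p 0.0119). The largest rises by the same test were in ENPP4, H2BC6 and HMGCLL1. ENPP4 (chromosome 6, 46129989 to 46146688) measured 4.59 ± 0.435 in control and 466 ± 68.4 in A485 libraries (log2 fold change 6.38, SE 0.45, adjusted p 0.00193). H2BC6 (chromosome 6, 26172059 to 26184655), a histone gene with near-identical copies whose reads counting could split, measured 15.3 ± 14.7 in control and 411 ± 167 in A485 libraries (log2 fold change 4.98, SE 0.79, adjusted p 0.0155). HMGCLL1 (chromosome 6, 55434373 to 55579197) measured 4.74 ± 3.68 in control and 154 ± 14.6 in A485 libraries (log2 fold change 4.92, SE 0.66, adjusted p 0.00978). For each of these genes both A485 libraries lay on one side of both control libraries.

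Gene sets were tested by camera in limma with Benjamini-Hochberg adjustment over 41 tests, of which 16 passed an adjusted p of 0.05. With fry 12 passed, and 8 passed in both: glycolysis after A485, S phase after MS-275 in IMR90, the 5 called pyruvate sets, and SASP after MS-275 in muscle. After A485 the SASP set had a median log2 fold change of -2.35 (adjusted p 3.5e-08), with 6 of 25 genes higher. The G2/M median was -0.98 (adjusted p 5.31e-05), with 4 of 53 higher. This value rested on 1 library, since the median was -0.15 without control replicate 1. Glycolysis had a median of -0.51 (adjusted p 0.00113), with 4 of 21 higher, and quantile normalization moved it to -0.15 and across the threshold. The study's senescence list, which the study drew from young and senescent IMR90 cells, had a median of -0.88 (adjusted p 0.0192), with 0 of 16 higher and no gene called, and it was -0.10 without the same control library. S phase (-0.22, adjusted p 0.39), DNA repair (-0.15, adjusted p 0.694) and proteasome (-0.20, adjusted p 0.112) did not pass, and their medians were above 0 with equal library totals.

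Leading members after A485 were tested by limma with Benjamini-Hochberg adjustment. Among SASP genes, PLAU (chromosome 10, 73909177 to 73917496) measured 20034 ± 1228 in control and 536 ± 108 in A485 libraries (log2 fold change -5.24, SE 0.20, adjusted p 0.000721). CCL2 (chromosome 17, 34255274 to 34257208) measured 2527 ± 451 in control and 15.2 ± 2.43 in A485 libraries (log2 fold change -7.28, SE 0.33, adjusted p 0.000812). In glycolysis, ENO1 (chromosome 1, 8861000 to 8879190) measured 63354 ± 9865 in control and 21309 ± 374 in A485 libraries (log2 fold change -1.56, SE 0.21, adjusted p 0.01) and GAPDH (chromosome 12, 6534512 to 6538374) had a log2 fold change of -1.45 and an adjusted p of 0.0139. Neither was called with quantile normalization. In G2/M, CENPF (chromosome 1, 214603185 to 214664574) fell by 2.13 on the log2 scale at an adjusted p of 0.0421, but its control libraries held 4342 and 1643. TUBB4B (chromosome 9, 137241287 to 137243707) had a log2 fold change of -1.02 and was not called (adjusted p 0.0576). In the study's list, SMC4 (chromosome 3, 160399274 to 160434954) and FANCC (chromosome 9, 95099054 to 95426796) had log2 fold changes of -1.35 and -0.88, with adjusted p of 0.0914 and 0.101.

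Of the 11 panel genes, 0 passed after A485 in the fit without a covariate, both over all genes tested and adjusted over the list alone, against 4949 of 16084 genes at an unadjusted p under 0.05. LDHA (chromosome 11, 18394560 to 18408425) had a log2 fold change of -0.89 (limma with Benjamini-Hochberg adjustment, adjusted p 0.0598), MKI67 (chromosome 10, 128096659 to 128126423) -1.38 (adjusted p 0.138) and LMNB1 (chromosome 5, 126776623 to 126837020) -1.12 (adjusted p 0.31). Without 1 library MKI67 ranged from -2.24 to -0.53 and LMNB1 from -2.09 to -0.14, both smallest in size without control replicate 1. With the replicate number as a block LDHA, MKI67 and LMNB1 passed. CDKN1A (chromosome 6, 36676460 to 36687337) had -0.64 and CDKN2A (chromosome 9, 21967752 to 21995301) 0.28. The enzymes differed by less than the spread between replicates or did not pass: EP300 (chromosome 22, 41092592 to 41180077) 0.22, CREBBP (chromosome 16, 3725054 to 3880713) 0.065, HDAC1 (chromosome 1, 32292083 to 32333635) -0.0079, HDAC2 (chromosome 6, 113933028 to 114011308) -0.13 and HDAC3 (chromosome 5, 141620876 to 141636849) 0.15.

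The MS-275 comparison in IMR90 asked which genes change when the enzymes that can remove lactylation are inhibited. The paper reported that MS-275 nonetheless lowered histone lactylation in these cells and raised histone acetylation, while A485 lowered both. Among 15883 genes, 0 were called and 1730 had an unadjusted p under 0.05. The replicates of this experiment differed more than others, and a simulation with this spread recovered 9.5% of 200 genes changed by 2 on the log2 scale, so few single genes could be detected in this fit, which takes no account of replicate number. The alternative that moved the count most among the fits without a covariate was a fit shared by all IMR90 libraries, with 220 genes higher and 267 lower. With the replicate number as a block, 1230 genes higher and 953 lower were called. The absence of calls thus depended on leaving the block out, although no label states that the numbers pair the libraries. Equal library totals moved the median of all genes to -0.15 and called 0. The libraries resembled each other by replicate number about as much as by group. Across genes, Pearson's r was 0.951 and 0.941 between control and MS-275 libraries of the same number, and 0.945 and 0.946 between replicates of the same group. It was 0.901 and 0.911 between libraries that differed in both. Of the 1931 genes that changed by more than 1 on the log2 scale within both numbers, 1852 (95.9%) changed in the same direction.

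Gene sets moved in MS-275 libraries at camera (limma, Benjamini-Hochberg) adjusted p of 4.04e-26 for G2/M (median log2 fold change -2.27, 3 of 53 genes higher) and 2.49e-17 for S phase (-1.19, 2 of 43 higher). DNA repair had a median of -0.42 (adjusted p 2.71e-07, 20 of 109 higher) and the study's senescence list -1.65 (adjusted p 1.82e-07, 2 of 16 higher). Glycolysis rose, with a median of 1.02 (adjusted p 3.51e-07, 19 of 21 higher), as did SASP, with 0.85 (adjusted p 0.000164, 22 of 28 higher). Without 1 library the G2/M median ranged from -3.27 to -1.53, the SASP median from 0.36 to 1.74 and the glycolysis median from 0.63 to 1.29. Within replicate number 1 the medians were -2.63 for G2/M, 0.99 for glycolysis and 0.96 for SASP, and within number 2 they were -2.09, 1.02 and 0.44. Proteasome did not pass (-0.090, adjusted p 0.647).

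In the same fit no single member passed by limma with Benjamini-Hochberg adjustment, and those with the smallest p are given for size. BIRC5 (chromosome 17, 78214186 to 78225636) measured 1433 ± 75.6 in control and 82.1 ± 7.92 in MS-275 libraries (log2 fold change -4.11, SE 0.33, adjusted p 0.142). UBE2C (chromosome 20, 45812576 to 45816957) measured 948 ± 34.7 in control and 65.4 ± 6.19 in MS-275 libraries (log2 fold change -3.84, SE 0.34, adjusted p 0.142). RRM2 (chromosome 2, 10120698 to 10211725) and TYMS (chromosome 18, 657653 to 673578) had log2 fold changes of -3.65 and -2.42. RAD54L (chromosome 1, 46246461 to 46278480), FANCD2 (chromosome 3, 10026370 to 10101932) and HJURP (chromosome 2, 233833416 to 233854566) had -3.49, -2.25 and -3.63. SLC2A1 (chromosome 1, 42925353 to 42958893) rose from 6979 ± 1607 in control to 40873 ± 12700.5 in MS-275 libraries (log2 fold change 2.53, SE 0.38, adjusted p 0.174), and ALDOC (chromosome 17, 28573115 to 28576948) had 1.81. MMP1 (chromosome 11, 102789401 to 102798160) and MMP3 (chromosome 11, 102835801 to 102843609) had 2.30 and 2.67. In the panel 0 genes passed in this fit over all genes tested and 1, LMNB1 at -3.35, passed adjusted over the list alone (limma, Benjamini-Hochberg adjusted p 0.00636). Of the other panel genes, MKI67 had -3.73, LDHA 1.18, CDKN1A 0.98 and CDKN2A 0.82, while EP300, CREBBP, HDAC1, HDAC2 and HDAC3 lay between -0.98 and 0.64. Without 1 library MKI67 ranged from -5.46 to -1.99, LDHA from 0.65 to 1.72, CDKN1A from 0.49 to 1.48 and CDKN2A from 0.41 to 1.24. Of the study's 16 senescence genes, 11 passed adjusted over the list alone and 0 over all genes.

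The pyruvate comparison asked which genes change in IMR90 cells given pyruvate. By the paper the cells given pyruvate were senescent, which the library titles do not state. In control libraries MKI67 measured 116 ± 63.3 here, 5475 ± 4132 for A485 and 2308 ± 2726 for MS-275, though these experiments may have been normalized apart. Among 12013 genes, 3726 genes higher and 2777 lower were called (57.3% higher), and 9713 had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. With equal library totals the median of all genes moved to 0.30 and the calls were 4402 genes higher and 1741 lower (71.7% higher). With quantile normalization the median was -0.17 and the calls were 3143 genes higher and 3228 lower. The fold changes followed GC content, with a Spearman's rho of -0.70 across genes, which are not independent replicates. It was -0.11 for A485 and -0.016 for MS-275 in IMR90. From the bin of genes with the lowest GC content to the bin with the highest, the median log2 fold change went from 1.72 to -1.18. Removing the trend on transcript length and GC content from each library lowered the calls most, to 1883 genes higher and 1722 lower among 11888 genes. Of the 6503 original calls, 2315 were kept.

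**Figure D1:**
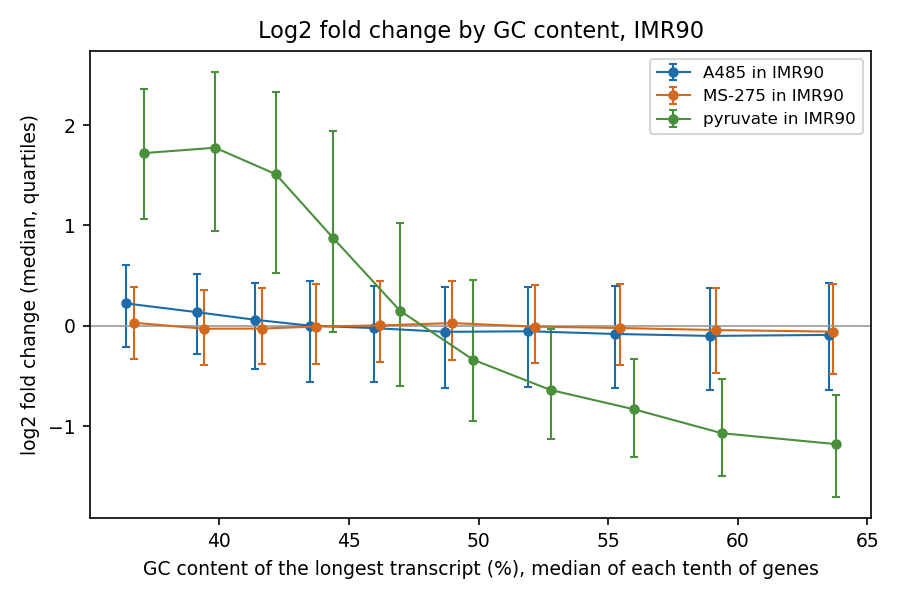
Median log2 fold change of genes in 10 equal bins of GC content of the longest transcript (x axis, percent) for the 3 IMR90 comparisons, with bars from the lower to the upper quartile. The pyruvate medians ran from 1.72 in the bin with the lowest GC content to -1.18 in the highest, while the A485 medians stayed between 0.22 and -0.100 and the MS-275 medians between 0.032 and -0.058.

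The sets that passed after pyruvate moved as follows by camera (limma, Benjamini-Hochberg). G2/M had a median log2 fold change of 2.05 (adjusted p 1.82e-07, 37 of 41 genes higher) and S phase 1.83 (adjusted p 1.12e-06, 31 of 33 higher). The study's senescence list had 1.79 (adjusted p 0.00328, 13 of 14 higher) and glycolysis -1.06 (adjusted p 5.42e-05, 2 of 21 higher). DNA repair had 0.78 (adjusted p 0.0251, 68 of 97 higher), and quantile normalization moved it to 0.40 and across the threshold. After removal of the length and GC trend the medians were 2.00 for G2/M, 1.46 for S phase, -0.33 for glycolysis and 0.71 for DNA repair, and each still passed, as did the study's list. SASP (0.075, adjusted p 0.87) and proteasome (-0.42, adjusted p 0.694) did not pass.

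**Figure D2:**
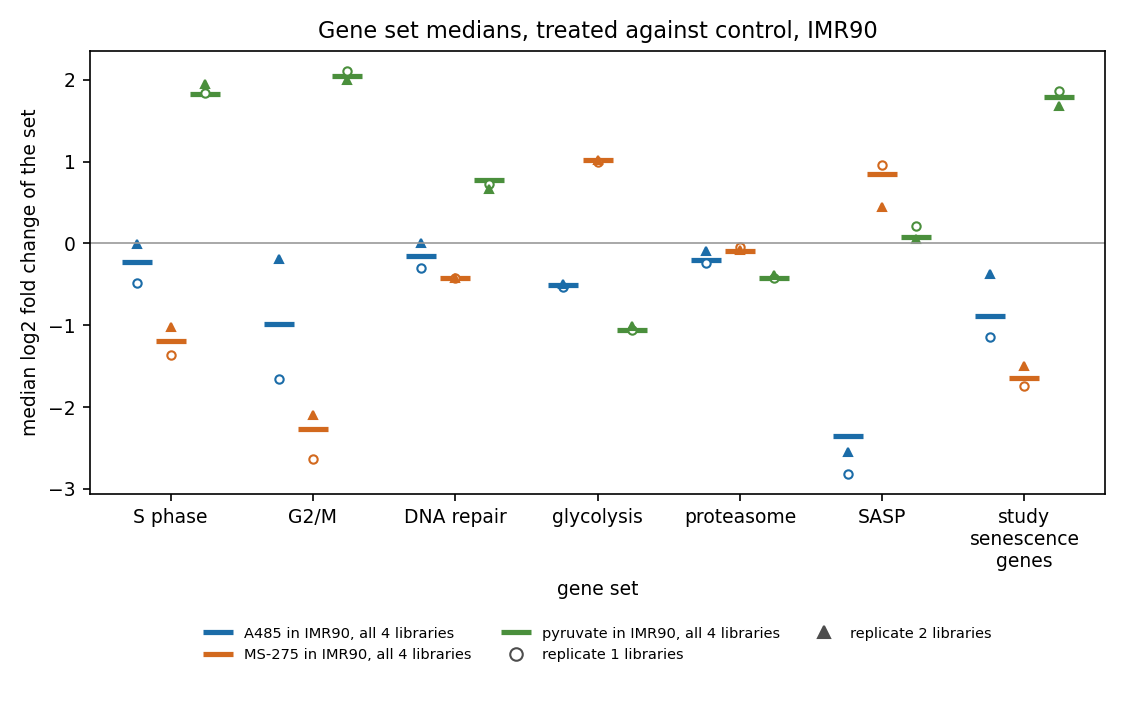
Median log2 fold change (y axis) of each gene set in IMR90 cells. Bars show all 4 libraries of a comparison, circles the control and treated library of replicate 1, and triangles those of replicate 2; the pyruvate G2/M values were 2.11 and 1.99, the MS-275 values -2.63 and -2.09, and the A485 values -1.66 and -0.19.

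Single genes in the pyruvate comparison were tested by limma with Benjamini-Hochberg adjustment. The largest falls were in FBXO2 (chromosome 1, 11637018 to 11655785; 606 ± 89.3 in control and 12.6 ± 12.2 in pyruvate libraries, log2 fold change -5.85, SE 0.56, adjusted p 1.57e-06), IFI6 (chromosome 1, 27666064 to 27672212; 7549 ± 268 in control and 188 ± 7.86 in pyruvate libraries, log2 fold change -5.32, SE 0.091, adjusted p 1.84e-11) and AKR1C1 (chromosome 10, 4963253 to 4983283; 10519.9 ± 777 in control and 287 ± 8.60 in pyruvate libraries, log2 fold change -5.19, SE 0.086, adjusted p 1.57e-11), and AKR1C1 has near-identical copies. The largest rises were in AEBP1 (chromosome 7, 44104345 to 44114562), with 16.8 ± 20.7 in control and 911 ± 33.3 in pyruvate libraries (log2 fold change 6.49, SE 0.77, adjusted p 1.06e-05), in TOP2A (chromosome 17, 40388525 to 40417896), with 25.5 ± 5.44 in control and 1068 ± 11.5 in pyruvate libraries (log2 fold change 5.35, SE 0.22, adjusted p 2.15e-09), and in IGF2 (chromosome 11, 2129112 to 2158391), with 67.0 ± 15.0 in control and 2678 ± 78.6 in pyruvate libraries (log2 fold change 5.32, SE 0.16, adjusted p 2.98e-10). Of the sets' leading members, CBX5 (chromosome 12, 54230942 to 54280133) rose by 3.72 on the log2 scale, TMPO (chromosome 12, 98515579 to 98550351) by 4.97, RRM1 (chromosome 11, 4094707 to 4138932) by 3.97, RRM2 by 2.31, XRCC5 (chromosome 2, 216107464 to 216206303) by 3.09 and PRKDC (chromosome 8, 47773111 to 47960178) by 3.36. SLC16A3 (chromosome 17, 82217934 to 82261129) and SLC2A1 had log2 fold changes of -1.94 and -1.66. Of the study's 14 tested senescence genes, 10 were called higher and 1 lower, and 14 passed over all genes and 14 adjusted over the list alone. NDRG1 (chromosome 8, 133237175 to 133302022) had -1.19, NCAPG2 (chromosome 7, 158631169 to 158704804) 3.12 and NSD2 (chromosome 4, 1871393 to 1982207) 1.53. After removal of the length and GC trend NDRG1 (-0.70), NSD2 (0.58), SLC16A3 (-0.98) and SLC2A1 (-0.94) were no longer called, and NDRG1 was not called in 3 other alternatives.

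Of the 11 panel genes, 9 passed after pyruvate over all genes tested and 9 adjusted over the list alone, and 7 were called. By limma with Benjamini-Hochberg adjustment, MKI67 had a log2 fold change of 4.79 (adjusted p 2.38e-08), LMNB1 4.40 (adjusted p 1.79e-10), HDAC2 2.82 (adjusted p 2.39e-09) and EP300 1.45 (adjusted p 1.2e-07). CDKN2A had -3.18 (adjusted p 3.33e-09), CDKN1A -1.87 (adjusted p 1.67e-10) and HDAC3 -1.22 (adjusted p 5.4e-08). CREBBP (0.90) and HDAC1 (-0.37) passed without reaching the fold change. LDHA (0.0027) did not pass. It passed in opposite directions under alternatives, at 0.58 with quantile normalization, 0.31 with equal library totals and -1.19 after removal of the length and GC trend.

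Effects were compared between treatments of IMR90 cells. The cells may have differed in state at the start, since by the paper those given pyruvate were senescent. The difference between the A485 and MS-275 effects passed at 576 of 15130 genes, with the A485 effect higher at 92 and lower at 484, by a limma contrast with Benjamini-Hochberg adjustment. Among the genes called after both A485 and pyruvate, 128 were higher and lower respectively, against 80.4 expected (Fisher's exact test, Benjamini-Hochberg adjusted p 6.53e-08). Both higher were 76 genes against 108 expected (adjusted p 0.000748), both lower 185 against 233 (adjusted p 0.000748), and lower after A485 and higher after pyruvate 285 against 313 (adjusted p 0.201), all by Fisher's exact test. Spearman's rho of the fold changes across genes was -0.038 for this pair. Overlaps with MS-275 in IMR90 had 0 calls to test in the fit without the replicate block. For MS-275 in IMR90 rho was 0.016 with A485, -0.139 with pyruvate and 0.016 with MS-275 in muscle by matched symbols. The last value cannot separate a lack of resemblance from misnamed muscle features, given the limit on gene identity stated next.

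The muscle lists carry a limit on gene identity. They listed 12 and 11 of 33 proteasome genes for MS-275 and NALA, against 32, 32 and 31 in IMR90, and 3 of the 11 panel genes in each. They also listed 84 and 81 olfactory receptor genes, with means of up to 36724 and 61166, against 2, 2 and 0 in IMR90. Of 6241 genes abundant in IMR90, 48.2% and 45.8% were listed. On mouse chromosome 4, the first 50 Mb held 96 such genes, of which 96 and 95 were listed, while 54.1% and 51.3% were listed in the rest. This boundary was chosen after the values were seen. Muscle symbols are therefore given as listed, positions are those of the symbol in the mm10 annotation, and set results in muscle share the limit.

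**Figure D3:**
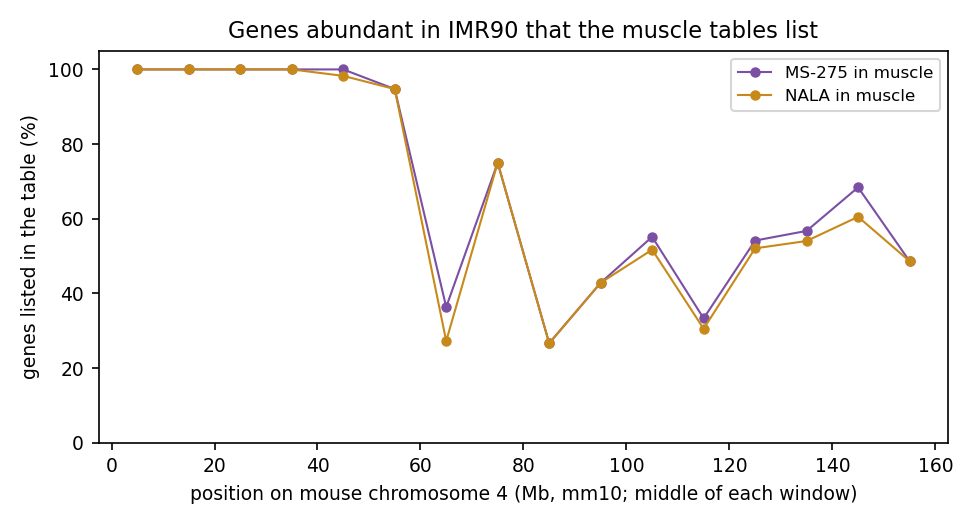
Share of genes abundant in IMR90 that each muscle list holds (y axis, percent), in windows of 10 Mb along mouse chromosome 4 (x axis, mm10). Points are windows; over the first 50 Mb 96 and 95 of 96 genes were listed in the MS-275 and NALA lists, and 54.1% and 51.3% over the rest.

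The MS-275 comparison in muscle asked which genes change after injection of this inhibitor into the gastrocnemius. Among 9494 features, 877 higher and 662 lower were called (57.0% higher). With equal library totals the median of all features moved to 0.97 and the calls became 2882 higher and 185 lower (94.0% higher), the largest rise among the alternatives. With quantile normalization the median was -0.101. On the recovered reads edgeR called 819 higher and 539 lower, with 1332 calls shared with limma. In 49 of the limma calls both libraries of a group were listed at 0.

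Features were tested by limma with Benjamini-Hochberg adjustment. The largest falls were listed as Tdgf1 (mm10 chromosome 9, 110939603 to 110946158; 3297 ± 2677 in control and 81.7 ± 75.7 in MS-275 libraries, log2 fold change -5.42, SE 0.85, adjusted p 0.0142), Slc7a8 (chromosome 14, 54722209 to 54781946; 6966 ± 8563 in control and 129 ± 121 in MS-275 libraries, log2 fold change -5.14, SE 1.27, adjusted p 0.0433) and Gm48073 (chromosome 13, 32532919 to 32536415; 1225 ± 17.2 in control and 40.3 ± 29.9 in MS-275 libraries, log2 fold change -5.11, SE 0.52, adjusted p 0.00678). Of the largest rises, Eva1b (chromosome 4, 126147744 to 126149875) and Rassf6 (chromosome 5, 90603076 to 90640657) were listed at 0 in both control libraries and measured 325 ± 120.3 and 332 ± 358 after MS-275. The study's MS-275 muscle list, which the study drew from these libraries, had 17 of 18 genes tested, of which 7 were called higher and 6 lower, 13 passed over all features and 14 adjusted over the list alone, which is not independent evidence. In it, Mmp3 (chromosome 9, 7445822 to 7455975) measured 45.9 ± 1.07 in control and 3291 ± 1287 in MS-275 libraries (log2 fold change 6.07, SE 0.33, adjusted p 0.00434) and Irf5 (chromosome 6, 29526625 to 29541871) had a log2 fold change of 2.52 (adjusted p 0.0136). Mmp13 (chromosome 9, 7272514 to 7283331) was listed at 0 in both control libraries and at 56.1 ± 26.9 after MS-275. Of the proteostasis list, Ecpas (chromosome 4, 58798911 to 58912749) and Wwp1 (chromosome 4, 19608303 to 19708993) were called at -1.84 and -1.69, and of the repair list Fam168a (chromosome 7, 100706635 to 100841656) at -2.61. Of the panel, Cdkn1a (chromosome 17, 29090976 to 29100727) at 1.11, Crebbp (chromosome 16, 4081328 to 4213997) at -0.43 and Ep300 (chromosome 15, 81585351 to 81652077) at 0.17 did not pass, over all features or adjusted over the list alone. With equal library totals Cdkn1a (2.05) and Ep300 (1.13) passed, and Ecpas (-0.89) and Wwp1 (-0.73) were no longer called.

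By camera (limma, Benjamini-Hochberg), SASP passed after MS-275 in muscle, with a median log2 fold change of 2.23 over 9 tested genes of 33 (adjusted p 0.00113, 8 of 9 higher). With the 1 member listed at 0 in control set to its bound of 3 reads, the median was 2.23. The study's MS-275 list had 1.11 (adjusted p 0.201), its repair list -0.54 (adjusted p 0.495) and its proteostasis list -0.55 (adjusted p 0.223). S phase (0.045), G2/M (0.22), DNA repair (0.14), glycolysis (0.15), proteasome (-0.25) and contractile genes (-0.21) did not pass. Set medians under equal library totals, where the median of all features was 0.97, were not recorded, so these signs may depend on the scaling.

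The NALA comparison asked which genes change after lactate injection. Among 8895 features, 139 higher and 159 lower were called (46.6% higher). The count fell most when eBayes was run without the trend, with 14 higher and 7 lower, and in a fit shared by all muscle libraries, with 0 calls and 531 features at an unadjusted p under 0.05. With equal library totals the median moved to 0.20 and the calls were 256 higher and 100 lower (71.9% higher). On the recovered reads edgeR called 143 higher and 156 lower, with 291 calls shared with limma.

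By limma with Benjamini-Hochberg adjustment, falls after NALA included those listed as Gm45293 (chromosome 8, 91633079 to 91634890; 161 ± 0.106 in control and 5.62 ± 7.94 in NALA libraries, log2 fold change -5.53, SE 0.63, adjusted p 7.44e-08) and Slc17a9 (chromosome 2, 180725263 to 180742280; log2 fold change -2.15, adjusted p 1.64e-08). The largest rises were listed as Eif4b (chromosome 15, 102073773 to 102097173; 11.4 ± 2.68 in control and 177 ± 1.24 in NALA libraries, log2 fold change 3.86, SE 0.29, adjusted p 1.71e-11), Hottip (chromosome 6, 52262775 to 52267603; 8.64 ± 1.24 in control and 111 ± 1.09 in NALA libraries, log2 fold change 3.54, SE 0.35, adjusted p 4.16e-09) and Gm11542 (chromosome 11, 94677565 to 94687664; log2 fold change 3.23, adjusted p 4.25e-11). Of the study's MS-275 muscle list, 15 genes were tested, 7 passed and 2 were called lower, Irf5 at -1.16 and Tradd (chromosome 8, 105258286 to 105264609) at -1.44, and 7 passed adjusted over the list alone. Both calls depended on the processing, since Irf5 lost its call under 3 alternatives and Tradd under 6. No gene of the other 2 muscle lists was called. In the repair list 1 passed over all features and 1 adjusted over the list alone, and in the proteostasis list 0 and 0, against 2373 features at an unadjusted p under 0.05. Of the panel, Cdkn1a (-0.68) and Crebbp (-0.21) passed, over all features and adjusted over the list alone, and Ep300 (-0.14) did not.

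No set passed after NALA by camera. The medians were -0.057 for S phase, -0.042 for G2/M, -0.045 for DNA repair, 0.0089 for glycolysis, -0.020 for proteasome, -0.30 for SASP and 0.0064 for contractile genes. The study's repair, proteostasis and MS-275 lists had 0.18, -0.0054 and -0.19.

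The MS-275 and NALA effects in muscle, compared feature by feature, differed at 1605 of 8500 features (limma contrast, Benjamini-Hochberg), with the MS-275 effect higher at 802 and lower at 803. Of the features called in both, 78 were higher after MS-275 and lower after NALA, against 12.6 expected (Fisher's exact test, Benjamini-Hochberg adjusted p 9.58e-44). The other 3 pairs of directions shared 10, 9 and 8 features, against 10.04, 8.86 and 11.1 expected. Spearman's rho of the fold changes was -0.072 across all features.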

Values the study reported

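The study called genes differentially expressed at an adjusted P value under 0.05 with an absolute log2 fold change above 1 or 0.58. Its mice in the MS-275 model received 20 mg per kg.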

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

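The quantile normalization tests in this part were chosen after the differences had been seen, and the tests of the control libraries before.

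The A485 and MS-275 effects in IMR90 cells differed at 576 of 15130 genes by a limma contrast with Benjamini-Hochberg adjustment, and at 487 of these the effects had opposite signs. Choosing genes by a difference favours opposite signs, and the signs themselves were not tested. The results argue against the authors' normalization as the whole cause of the difference, since 510 genes differed after quantile normalization. A difference between the 2 experiments' batches stays open. The control libraries of the experiments differed at 0 genes, with 195 of 15130 at an unadjusted p under 0.05, but each experiment has its own control and its own replicate spread, and MS-275 libraries spread widely. Batch and treatment cannot be told apart here. The different targets of the inhibitors, p300 and class I deacetylases, are an untested biological explanation. The paper reported that histone acetylation fell after A485 and rose after MS-275, while lactylation fell after both. Neither mark was measured in these libraries.

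In muscle the MS-275 and NALA effects differed at 1605 of 8500 features by the same kind of contrast, 1187 with opposite signs. The count of signs has the limit given above. After quantile normalization 1682 features differed, which argues against the authors' normalization as the whole cause of the difference. The control libraries of the 2 experiments differed from each other at 853 features. Each treatment was given in only 1 of the experiments, so the animals, the batches and the treatments cannot be told apart. The treatments, and the ages of the animals, which differed by the study's methods, are untested biological explanations. The count compares features as listed and does not need their symbols to be right.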

How the results depend on the processing

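Chosen after seeing the data were scaling to equal library totals, removal of the length and GC trend, and the replicate block in both fits of an overlap; the tests of the pairing below were chosen before their results were seen. Of 1565 values under alternatives other than leaving out a library, 1397 kept their direction and side of the threshold (counts within 1.5 times), 26 reversed, 57 became weaker, 54 stronger and 31 moved. Recomputed median-of-ratios factors moved nothing. Where no cause is given, the cause was not tested.

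Counts of calls moved as follows. Without the eBayes trend they were 258 higher and 582 lower for A485, 438 higher and 252 lower for MS-275 in muscle and 14 higher and 7 lower for NALA. DESeq2 called 782 higher and 1543 lower for A485, 1138 higher and 812 lower for MS-275 in muscle and 95 higher and 109 lower for NALA. Scaling to equal totals gave 1677 higher and 901 lower for A485, 4402 higher and 1741 lower for pyruvate, 2882 higher and 185 lower for MS-275 in muscle and 256 higher and 100 lower for NALA. Removal of the length and GC trend gave 1883 higher and 1722 lower for pyruvate. A shared fit, which tests fewer genes, gave 339 higher and 1052 lower for A485, 220 higher and 267 lower for MS-275 in IMR90, 1146 higher and 1129 lower for MS-275 in muscle and 0 and 0 for NALA, where 531 features had an unadjusted p under 0.05. NALA calls were 62 higher and 81 lower at a mean of at least 50, where fewer genes were tested, 270 higher and 320 lower at a fold change above 0.58 and 562 higher and 806 lower with no minimum. With no minimum, pyruvate calls were 4881 higher and 4832 lower.

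Set medians changed direction as follows, in sets that did not pass. Medians of muscle sets under equal library totals were not recorded. The median of all features moved to 0.97 for MS-275 in muscle there, so signs of its sets may depend on the scaling. After A485 and equal library totals, S phase was 0.17, DNA repair 0.24 and proteasome 0.20. With quantile normalization proteasome after A485 was 0.044 and S phase after MS-275 in muscle -0.070. With no filter S phase after MS-275 in muscle was -0.046 and glycolysis after NALA -0.082. At a mean of at least 50, G2/M after MS-275 in muscle was -0.23, proteasome 0.057 and the study's MS-275 list -0.16, and after NALA contractile genes were -0.074 and glycolysis -0.082. That filter left fewer than 5 genes of SASP and of the study's repair and proteostasis lists after NALA and of the repair list after MS-275 in muscle, which gave no value. Quantile normalization took 2 sets across the threshold, glycolysis after A485 (-0.15) and DNA repair after pyruvate (0.40). After removal of the length and GC trend, proteasome after A485 (-0.24) passed.

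Under fry, which leaves the medians as they are, sets that no longer passed were G2/M (-0.98), SASP (-2.35) and the study's list (-0.88) after A485, and G2/M (-2.27), DNA repair (-0.42), SASP (0.85), glycolysis (1.02) and the study's list (-1.65) after MS-275 in IMR90. Sets that passed under fry alone were DNA repair (-0.045) and the study's MS-275 list (-0.19) after NALA, and proteasome (-0.25) and the study's MS-275 list (1.11) after MS-275 in muscle.

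Leaving out 1 library gave no test. In the 4 such fits after A485, the G2/M median ranged from -1.86 to -0.15, S phase from -0.69 to 0.33, DNA repair from -0.31 to 0.16 and the study's list from -1.41 to -0.10, with the smallest fall, or a rise, without control replicate 1. SASP after A485 ranged from -3.54 to -2.26 and proteasome from -0.26 to -0.088. For MS-275 in IMR90, G2/M ranged from -3.27 to -1.53, S phase from -1.43 to -0.92, SASP from 0.36 to 1.74, glycolysis from 0.63 to 1.29 and proteasome from -0.34 to 0.17. For pyruvate, S phase ranged from 1.71 to 1.95, DNA repair from 0.62 to 0.89 and SASP from 0.047 to 0.21. For MS-275 in muscle, S phase ranged from -0.073 to 0.12, G2/M from 0.036 to 0.46, SASP from 1.72 to 2.73, proteasome from -0.50 to 0.0038, and the study's MS-275, repair and proteostasis lists from 0.80 to 1.11, -0.89 to 0.041 and -1.53 to -0.20. Glycolysis after MS-275 in muscle ranged from 0.082 to 0.49 and DNA repair from 0.095 to 0.18. For NALA the repair list ranged from 0.063 to 0.20, and medians that changed sign were those of S phase (-0.047 to 0.011), contractile genes (-0.057 to 0.038), glycolysis (-0.017 to 0.035), proteasome (-0.16 to 0.12) and the proteostasis list (-0.042 to 0.031). G2/M after NALA ranged from -0.12 to -0.044 and DNA repair from -0.094 to -0.024. SASP ranged from -0.39 to -0.20 and the study's MS-275 list from -0.33 to -0.24.

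Panel genes that changed sign did not pass in the fit on deposited values. Under equal totals they were HDAC1 (0.39) and HDAC2 (0.27) after A485, Crebbp after MS-275 in muscle (0.53) and Ep300 after NALA (0.057). With quantile normalization they were CDKN1A (0.12), HDAC1 (0.22) and HDAC2 (0.11) after A485. With edgeR HDAC1 after A485 was 0.015. After removal of the length and GC trend, LDHA after pyruvate was -1.19. Without 1 library, signs changed for CREBBP (-2.21 to 0.25), EP300 (-1.70 to 0.98) and HDAC2 (-0.26 to 0.12) after MS-275 in IMR90, for EP300 (-0.16 to 0.59), CREBBP (-0.18 to 0.31), HDAC1 (-0.037 to 0.022) and HDAC2 (-0.33 to 0.075) after A485, for LDHA after pyruvate (-0.040 to 0.046) and for Ep300 after MS-275 in muscle (-0.035 to 0.38). In the MS-275 experiment in IMR90 such fits weigh the unlike replicate numbers unequally. Within numbers 1 and 2, CREBBP went from 4309 to 1937 and from 784 to 446 after MS-275. EP300 went from 3912 to 2887 and from 613 to 504, and HDAC2 from 6473 to 6556 and from 5593 to 5029. So CREBBP and EP300 fell within both numbers, and HDAC2 in only 1.

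Panel genes also crossed the threshold without a change of sign, apart from the block. Under equal totals LDHA after pyruvate (0.31) and Cdkn1a (2.05) and Ep300 (1.13) after MS-275 in muscle passed, and HDAC1 after pyruvate (-0.064) and Crebbp after NALA (-0.011) no longer did. With quantile normalization LDHA after pyruvate (0.58) passed, and HDAC1 after pyruvate (-0.029) and Crebbp after NALA (-0.18) no longer did. With the length and GC trend removed, LDHA passed after A485 (-1.003), as did its fall after pyruvate given above. Calls of other named genes also changed. Without the eBayes trend, CENPF, H2BC6 and SLC7A14 after A485, Fam168a, Irf5, Slc7a8, Tdgf1 and Wwp1 after MS-275 in muscle and Gm11542, Gm45293, Irf5, Slc17a9 and Tradd after NALA lost their calls. In a shared fit, CENPF after A485, NDRG1 after pyruvate and Eif4b, Gm45293, Hottip, Irf5, Slc17a9 and Tradd after NALA lost their calls. With quantile normalization, ENO1 and GAPDH after A485, NDRG1 after pyruvate and Tradd after NALA lost their calls. Under equal totals, NDRG1 after pyruvate, Ecpas and Wwp1 after MS-275 in muscle and Irf5 and Tradd after NALA lost their calls. With the length and GC trend removed, NDRG1, NSD2, SLC16A3 and SLC2A1 after pyruvate lost their calls. With pseudocount 0.1, CENPF after A485 and Slc7a8 after MS-275 in muscle lost their calls. With pseudocount 10, Tradd after NALA lost a call. With no filter, Slc7a8 after MS-275 in muscle lost a call. With edgeR, Slc7a8 after MS-275 in muscle lost a call. With DESeq2, Gm45293 and Tradd after NALA lost their calls. In a shared fit, TUBB4B after A485 and ALDOC, BIRC5, HJURP, MMP1, RAD54L, RRM2, SLC2A1, TYMS and UBE2C after MS-275 in IMR90 gained calls. With DESeq2, SMC4 and TUBB4B after A485 gained calls. Counting the panel, 45 values of single genes without a change of sign became weaker and 17 stronger under alternatives other than the block. Without 1 library the sizes of some single genes also moved, such as AEBP1 after pyruvate (4.81 to 8.17) and Slc7a8 after MS-275 in muscle (-7.05 to -3.22).

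Overlap counts near their expectation crossed it. Of features higher after both MS-275 and NALA in muscle there were 10 with pseudocount 10 and 10 with quantile normalization, and of those lower after both 30 at a fold change above 0.58. With quantile normalization 244 genes were lower after A485 and higher after pyruvate. At a fold change above 0.58 the deficits between A485 and pyruvate no longer passed, with 186 genes both higher and 367 both lower.

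The groups share replicate numbers, but no label states that these pair the libraries. The correlation of the deviations of same-numbered libraries was 0.728 for MS-275 and 0.316 for A485 in IMR90, 0.0020 for pyruvate, -0.110 for MS-275 in muscle and -0.013 for NALA. With the replicate number as a block, calls were 1230 higher and 953 lower for MS-275 in IMR90, where there were 0 without it (1730 genes at an unadjusted p under 0.05), 870 higher and 1616 lower for A485, 3730 higher and 2783 lower for pyruvate, 909 higher and 647 lower for MS-275 in muscle and 148 higher and 163 lower for NALA. The absence of calls for MS-275 in IMR90 thus depended on leaving the block out, as did that of its single genes, with BIRC5 (-4.11), MKI67 (-3.73) and LDHA (1.18) past the threshold under it. After A485, LDHA (-0.89), LMNB1 (-1.12), MKI67 (-1.38), SMC4 (-1.35) and TUBB4B (-1.02) passed with the block and not without it. In all, 25 results for single genes became stronger under the block, 5 after A485 and 20 after MS-275 in IMR90, and 0 weaker. The difference between the A485 and MS-275 effects then passed at 3110 genes, with the A485 effect higher at 1216 and lower at 1894, a less one-sided split than without the block (92 and 484). That between MS-275 and NALA in muscle passed at 1206 features. With the block in both fits, genes called in A485 and MS-275 in IMR90 were 136 both higher (49.3 expected), 196 both lower (99.2) and 231 lower and higher (105.3), excesses past the threshold. Those in MS-275 and pyruvate were deficits past the threshold for 99 both higher (187 expected) and 122 both lower (162), and an excess for 243 higher and lower (139). By matched symbols 49 were higher after MS-275 in both IMR90 and muscle (34.8 expected, an excess past the threshold), and 14 features were higher after MS-275 and NALA in muscle (11.2 expected, not past the threshold). The former count shares the limit on gene identity in muscle, so it cannot show that the same genes rose.

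The resemblance of same-numbered MS-275 experiment libraries was tested against 2 technical explanations. The difference between numbers followed transcript length, with a Spearman's rho across genes of -0.47 in control and -0.45 in MS-275 libraries. Once the length and GC trend was removed from each library, the correlation of deviations was still 0.627, which argues against the trend as the whole cause. A library under the wrong group would turn the G2/M set around in 1 number, but the set fell in both, with a median of -2.09 in the number that moved less. A batch shared by same-numbered libraries is consistent with this pattern and was not tested against others.

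The edgeR and DESeq2 alternatives were not run for MS-275 and pyruvate in IMR90. In simulated values with the replicate spread of MS-275 in IMR90 and no block, 9.5% of genes changed by a log2 of 2 were recovered.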

Other observations

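Chosen after the result was seen were the tests of the muscle gene names, of the pyruvate cell cycle sets and of the genes that still differ after trend removal, the measures by which loss of the pyruvate calls and the mitochondrial genes were judged, and the boundary on chromosome 4. The test of the trend on the pyruvate calls itself was stated before.

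Fold changes after pyruvate followed GC content, as given above. If a trend on transcript length or GC content made the calls, most should be lost with it. Of 6503 calls, 2315 were kept once the trend was removed per library, and 3605 genes were called in all. The first measure judges the stated test and was settled after both had been seen. By the total alone, the stated loss of most calls would not have been met, so this result depends on the measure. The trend does not account for all differences, because 7958 of 11888 genes still had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. The cell cycle sets also remained past their threshold, with medians of 1.46 for S phase and 2.00 for G2/M after removal, so the trend alone does not explain their rise. What made the trend stays open. Both pyruvate libraries differ from both control libraries in it, so library preparation and treatment cannot be separated by this design, and a biological shift of genes of low GC content may give the same trend. The removal takes away such a shift too.

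The muscle lists lacked many genes that every cell uses and held abundant olfactory receptor genes. A lower total of reads is argued against, since IMR90 reads thinned to 10836858 still listed 31 of 33 proteasome genes. The thinning did not match composition, since mitochondrial genes took up to 39.0% of reads in muscle and up to 6.90% in IMR90 libraries. Lower depth for the other genes thus stays open. A shift of values against names is argued against, since 10 of 13 mitochondrial protein genes in the MS-275 list and 9 in the NALA list were among the 100 most abundant features, against 0.129 and 0.140 expected by chance. The measure used first, at least 10 such genes, would not have been met in the NALA list. A candidate explanation is that reads were counted against gene coordinates displaced from the aligned genome. Of 51 muscle genes that were missing or low, 25 in the MS-275 list and 27 in the NALA list had another of the 100 most abundant features within 1 Mb, against means of 7.94 and 8.59 for random genes (permutation p 0.0001 for each, the smallest that 10000 draws can give). For Aldoa (chromosome 7, 126795234 to 126800751), absent from the MS-275 list, the nearby feature was Doc2a, 0.052 Mb away with a mean of 355184. In the same list Doc2a also stood for Atp2a1, 0.40 Mb away. Gnb3 stood for Tpi1, Eno2 and Gapdh, at offsets of 0.024, 0.074 and -0.33 Mb. Some of the genes thus share a feature, and the offsets do not give a single displacement within a region. Neighbouring genes were listed or missing alike in 61.5% and 61.5% of pairs, against at most 54.8% and 55.2% over 1000 shuffles. The displacement may differ along chromosomes, since the first 50 Mb of chromosome 4 were listed at 100% and 99.0%, against 54.1% and 51.3% of the rest. The first 10 Mb of chromosomes 6 and 9 were listed at 100% in both lists, and those of chromosome 1 at 44.4% and 33.3%. Mmp3 and Mmp13 lie in that part of chromosome 9, and Wwp1 in the first 50 Mb of chromosome 4. The doubt may thus not weigh alike on all symbols, though full listing does not show a symbol to be right. No annotation of another mouse build was used here, so the displacement itself was not measured, and no biological explanation was tested. If it holds, most muscle symbols name neighbours of the genes that were measured.

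The libraries of the MS-275 experiment in IMR90 also differed by number in XIST, named after its values were seen. It measured 6723 and 580.1 in control replicates 1 and 2, and 5860.0 and 632.8 in MS-275 replicates 1 and 2. In the A485 experiment XIST measured 10447 and 7841 in control and 2227 and 3486 in A485 libraries, and in the pyruvate experiment 103 and 59.7 in control and 1410 and 1353 in pyruvate libraries. So it differed between experiments and between groups as well as by number. No explanation was tested.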
